A study of Homo sapiens with 18 samples.

How the data were processed

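Chromatin accessibility was measured by Omni-ATAC-seq in primary human nasal airway epithelial cells. In this assay the Tn5 transposase inserts sequencing adapters into open chromatin, so more reads at a region mean that it was more accessible. Per the labels, cells received PBS as vehicle, or a single dose of either wood smoke particles (WSP) or urban particles (UPM), for 30 or 120 min. They were treated either as a confluent layer before the air-liquid interface (D0) or after 21 days of differentiation at that interface (D21). The 18 libraries fall into 9 groups of 2. They form 3 sets that coincide with the 3 batches given in the labels. These are UPM at D0 (batch 1), WSP at D0 (batch 2) and WSP at D21 (batch 3), and each set has its own vehicle group. The labels give no exposure time for the vehicle libraries. Per the labels' protocols, wells of a treatment were pooled and processed in duplicate. The spread between replicates is therefore that of library preparation, and does not include the spread between cultures or donors.

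The deposited values are raw counts of reads per region, in the column layout that featureCounts writes, per the file headers. The authors' aligner, peak caller, counting options, read filters and genome build are not stated in the headers or labels, and neither is a shift of reads for the cut position of the transposase. The authors deposited counts over 85021 windows of 1001 bp, of which 30577 overlapped a neighbour, and over 68613 disjoint regions, which are the unions of overlapping windows. Both particles were counted over identical regions. The disjoint regions were used for the main results and the windows as an alternative. In the UPM table the vehicle columns carry the same header, so these libraries are called replicates a and b and have no replicate number.

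Gene names came from a RefSeq gene table for GRCh38.p14, used for names and for which genes lie near a region. To settle the build, region positions were compared with gene positions. Of 19126 autosomal protein-coding genes, 11796 (61.7%) had a region midpoint within 500 bp of a gene end. After the gene positions were shifted by 10, 100 or 1000 kb, this share was 10.9%, 8.77% or 7.42%. The table gives no strand, so distances are to the nearer of both ends of a gene and not to a transcription start site as planned. Exon and intron positions and genome sequence were not used here. Motif tests and corrections for GC content were therefore not run, and GC content remains an uncontrolled influence on the counts.

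Counts were analysed in R 4.3.3 with edgeR 4.0.16. Low-count regions were removed with filterByExpr, library sizes were scaled with TMM factors, and group means were compared with the quasi-likelihood test (glmQLFit, glmQLFTest). The 6 libraries of a set shared one dispersion estimate. For the comparison of vehicle groups and for interactions the 12 libraries of both sets involved were fitted together. A region was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 changes were the size of the change divided by the square root of the F statistic. CPM values are counts per 1e+06 counts, computed from the deposited counts with the TMM-scaled library sizes. An interaction is the difference between 2 treated-minus-vehicle changes, each taken within its own batch. The comparisons, the interactions between WSP days, the gene lists and the rule for naming regions were chosen before the data were examined. The comparison of D21 vehicle with the D0 vehicle of the UPM set was added after the values were seen, in a fit of the 3 vehicle groups. The interactions between UPM and WSP were added after both tables were seen to count the same regions.

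Fixed gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, over regions with a midpoint within 10 kb of an end of a listed gene. AHR targets were CYP1A1, CYP1A2, CYP1B1, AHRR, TIPARP, NQO1, ALDH3A1, NFE2L2, SERPINB2 and UGT1A6. Immediate early and inflammatory genes were FOS, FOSB, FOSL1, JUN, JUNB, EGR1, ATF3, IER3, DUSP1, IL1A, IL1B, IL6, CXCL8, CXCL1, TNFAIP3, HBEGF, AREG and NFKBIA. Basal genes were KRT5, KRT14, KRT15, KRT17, TP63, ITGA6, ITGB4, NGFR, DLK2 and LAMB3. Ciliated genes were FOXJ1, DNAI1, DNAH5, DNAH9, CCDC39, RSPH1, TEKT1, TEKT2, PIFO, MCIDAS, CCNO and RFX2, and PIFO was matched through its current symbol CIMAP3. Secretory genes were SCGB1A1, SCGB3A1, MUC5B, MUC5AC, BPIFA1, BPIFB1, SPDEF, AGR2, TFF3 and MSMB. Every listed gene had at least 1 region. P-values were adjusted over 18 treated tests, which include 6 tests of 1 further list that is not reported here, and, separately, over 3 differentiation tests.

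Named regions were chosen by a rule. For each treated group against vehicle, and for vehicle at D21 against D0, the rule took the 2 called regions of smallest p in each direction whose libraries did not overlap in CPM. It added the region of smallest p for CYP1A1, CYP1B1, AHRR and TIPARP. Correlations are across regions, which are not independent replicates. Their standard errors are jackknife values over libraries. For changes that share vehicle libraries, 20 simulated data sets with unchanged groups gave the correlation that sharing alone produces. The expected number of regions called in all comparisons was computed from the call rates within 20 bins of abundance.

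The fits were tested on simulated counts with 200 changed regions. The test recovered 79.3% (UPM at D0), 80.3% (WSP at D21) and 66.4% (interaction) of regions changed by at least 1 on the log2 scale. Unchanged regions made up 7.04%, 6.87% and 2.11% of the calls. The simulated counts had no abundance trend and no differences between pools, and fewer changed regions than were called in the data. These rates therefore do not carry over to the calls in the data. Alternatives tried were RLE factors, total counts, loess offsets on abundance (span 0.3), other filters, other sets of libraries in the fit, the windows, a replicate block, DESeq2 1.42.0, and leaving out each library. Total counts over the regions ranged from 10610011 to 19497039 per library, so a median region held between 93 and 170 reads.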

Results

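Omni-ATAC-seq libraries from nasal airway epithelial cells were compared to ask how exposure to airborne particles changed chromatin accessibility, after 30 or 120 min, before and after differentiation. UPM (urban particles) was given to D0 cells, and WSP (wood smoke particles) to D0 cells and, in a separate batch, to D21 cells. Each of the 9 groups had 2 libraries. Counts over 68613 regions summed to between 10610011 (UPM 120 min, replicate 2) and 19497039 (UPM 120 min, replicate 1) per library. The UPM 30 min libraries held 17871839 and 17281760 counts and their vehicle libraries 18953599 and 14476518. In the WSP set at D0 the totals were 16044231 and 10965509 for vehicle, 15759543 and 13095039 at 30 min, and 14115651 and 12080285 at 120 min. At D21 they were 13943392 and 12576546 for vehicle, 14053378 and 15935947 at 30 min, and 15463887 and 11138581 at 120 min. The 100 regions with most reads took 1.28% to 1.43% of the counts of a library.

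Replicate libraries were compared first. Pearson correlation of log2 CPM within groups ranged from 0.976 to 0.984, and the coefficient of variation beyond counting noise from 6.20% (UPM 30 min) to 9.69% (WSP 30 min, D0). Chi-square per degree of freedom ranged from 1.89 to 2.84, so each pair differed by more than sampling noise and was counted as 2 libraries. The vehicle groups have 1 unstated exposure time per set, so a change at 30 or 120 min is relative to that group and not to a time-matched one.

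Differentiation was examined first in vehicle libraries. D21 libraries come from 1 batch, so day and that batch cannot be told apart, while D0 vehicle was prepared in 2 batches. Of 66585 regions tested, 25564 (38.4%) were called between vehicle D21 and vehicle D0, 13900 higher and 11664 lower at D21. Over the alternatives this count ranged from 21821 (DESeq2) to 28961 (table of windows). The excess of higher calls was absent among calls of more than 1 on the log2 scale, with 2842 higher and 4007 lower. It also depended on the settings. The split was 12602 and 12665 with total counts, 12759 and 12326 with loess offsets, 14427 and 14534 in the table of windows, and 11693 and 12604 among regions with a mean of at least 50 counts. A comparison with the D0 vehicle of the UPM set was added after the values were seen, in a fit of the 3 vehicle groups. In that fit, 27283 of 66391 regions were called against the D0 vehicle of the WSP set, 15126 higher and 12157 lower. Against the D0 vehicle of the UPM set, 23525 were called, 11695 higher and 11830 lower. Of 25561 main calls tested there, 23988 (93.8%) had the same direction and 17146 (67.1%) were also called in it. The main comparison and that with the UPM set use the same D21 libraries, which alone favours the same direction. How much this adds to the share was not computed, so the share is not a measure of replication. The D0 vehicles of both batches differed from each other in 9396 regions. Among the regions chosen by p-value, accessibility at chr1:3423009-3424009, within PRDM16, was 2.67 ± 0.14 (SE) higher on the log2 scale at D21, with an adjusted p of 1.1e-37. The region chr17:9536930-9537930, within STX8, rose by 3.36 ± 0.18 on that scale, from 2.99 ± 0.107 CPM (SD, n = 2) to 28.8 ± 1.93 CPM. Against the UPM set the changes at these regions were 2.03 and 3.18. Lower at D21 was chr9:22256881-22257881, nearest DMRTA1, with a log2 change of -2.36, and -2.11 against the UPM set. The region chr2:32915972-32916972, nearest LTBP1, changed by -2.35 against the WSP set and by -0.16 (adjusted p 0.320) against the UPM set. It held 15.2 CPM in D21 vehicle, 83.1 CPM in D0 vehicle of the WSP set and 17.3 CPM in that of the UPM set, so its difference was between D0 batches. Regions near basal genes had a median log2 change of -0.42 (34 regions, adjusted p 8.7e-06). Regions near ciliated genes had 0.50 (37 regions, 3.28e-05) and those near secretory genes 0.66 (42 regions, 6.44e-06). Adjusted over the list alone, the calls were 2 higher and 21 lower for basal, 23 higher and 1 lower for ciliated, and 25 higher and 3 lower for secretory genes. Over all regions tested they were 2 and 20, 23 and 1, and 24 and 2. All 3 lists kept an adjusted p under the threshold with fry and with an estimated correlation. Against the D0 vehicle of the UPM set the medians were -0.63, 0.38 and 0.43 (2.1e-06, 0.000313 and 0.000144).

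UPM at D0 was compared with its vehicle in 66389 regions. At 30 min, 7253 regions (10.9%) were called, 4582 higher and 2671 lower. At 120 min, 7653 (11.5%) were called, 5077 higher and 2576 lower. The test used moved these counts most, since DESeq2 called 3081 (2473 higher, 608 lower) and 2567 (2097 and 470). The balance of directions depended on the settings, and DESeq2 moved it further to higher calls. With total counts it was 3930 higher and 3780 lower at 30 min, and 3893 and 3760 at 120 min. Loess offsets gave 4122 and 3388 at 30 min, and 3885 and 3480 at 120 min. With a mean of at least 50 counts it was 4261 and 3497, and 4264 and 3504. Most calls were small, with a median size of 0.53 at 30 min and 0.49 at 120 min on the log2 scale. Among calls of more than 1 on that scale, lower calls were more frequent. These were 315 higher and 465 lower at 30 min, and 99 and 538 at 120 min. The region chr2:38065214-38066214, within RMDN2 with CYP1B1 the next gene, rose from 2.83 ± 0.398 to 31.6 ± 3.71 CPM (SD, n = 2) at 30 min, a log2 change of 3.49 ± 0.16 (SE, adjusted p 6e-50). Its change at 120 min was 1.59 ± 0.19 (2.97e-11). The region chr15:74642012-74643012 within EDC3 changed by 2.38 ± 0.10 at 30 min (9.25e-56), and chr15:74763138-74764138, nearest CYP1A2, by 1.77 ± 0.10 at 120 min (1.07e-38). The region chr3:156816575-156817575, nearest LEKR1 and then TIPARP, changed by 1.19 ± 0.09 at 120 min (3.04e-26). Among regions that fell, chr1:209634303-209635303 within LAMB3 changed by -1.22 ± 0.15 at 30 min (6.64e-12) and by 0.79 ± 0.13 at 120 min (7.44e-07). The regions chr9:61856012-61858426, nearest CNTNAP3C, and chr9:65384934-65385934, nearest FOXD4L5, changed by -0.72 and -1.01 at 120 min (3.52e-11 and 2.28e-11). Their neighbours belong to families of near-identical copies, so the counts there are uncertain. The replicates of the first ranged from 56.9 to 72.7 CPM in vehicle.

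**Figure D1:**
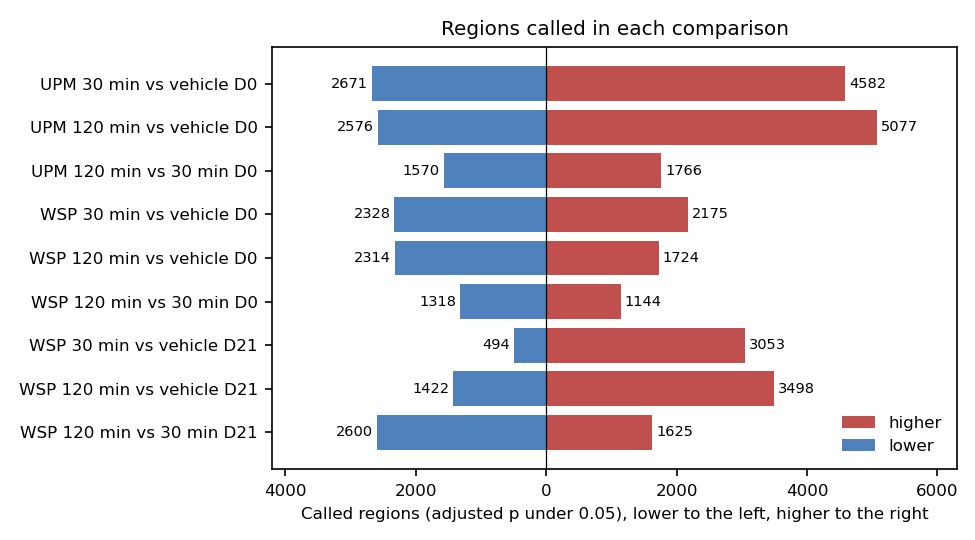
Number of regions called in each comparison of treated libraries with vehicle, and of 120 with 30 min, at an adjusted p under 0.05 (x axis, number of regions). Bars to the right are regions that were higher and bars to the left regions that were lower in the first-named group; UPM at 30 min had 4582 higher and 2671 lower.

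WSP at D0 was compared in 66522 regions. At 30 min 4503 were called (6.77%), 2175 higher and 2328 lower, and at 120 min 4038 (6.07%), 1724 higher and 2314 lower. Among calls of more than 1 on the log2 scale, higher calls were more frequent. These were 346 higher and 28 lower at 30 min, and 284 and 32 at 120 min. The balance of all calls depended on the scaling. RLE factors kept it, with 2129 higher and 2402 lower at 30 min and 1681 and 2444 at 120 min, while total counts and loess offsets reversed it. At 30 min total counts gave 2681 higher and 1857 lower and loess offsets 2635 and 1637. At 120 min they gave 2361 and 1577, and 2037 and 1322. A mean of at least 50 counts also reversed it (2676 and 2187, and 2266 and 2019). DESeq2 gave 1109 and 1069 at 30 min, and 569 and 1003 at 120 min. The region chr15:74763138-74764138 near CYP1A2 rose from 13.1 ± 0.833 to 61.9 CPM in both libraries at 30 min, a log2 change of 2.24 ± 0.11 (SE, adjusted p 5.74e-32). At 120 min its change was 1.90 ± 0.11 (6.44e-26). The region chr5:138469410-138471129 beside EGR1 changed by 2.03 ± 0.10 at 30 min (8.12e-32) and by -0.39 ± 0.12 at 120 min (0.0315). With UPM this region changed by 1.71 ± 0.09 at 30 min (7.48e-44) and by -0.32 ± 0.10 at 120 min (0.0282). Within SCUBE1, chr22:43263062-43264806 changed by 1.45 ± 0.10 at 120 min (1.27e-20). The regions of smallest p that fell at 30 min were chr2:156083366-156084366 (nearest NR4A2, 241 kb away) with -0.94, and chr8:128276945-128277945 (nearest MYC, 534 kb away) with -1.25. Those at 120 min were chr1:110464076-110465602 (nearest PROK1) with -0.87 and chr10:93173894-93174894 (nearest CYP26A1) with -0.78.

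WSP at D21 was compared in 65988 regions. At 30 min 3547 were called (5.38%), 3053 higher and 494 lower, and at 120 min 4920 (7.46%), 3498 higher and 1422 lower. Higher calls stayed more frequent with other settings. The splits were 2123 and 749, and 3092 and 1863, with total counts, 2062 and 563, and 3132 and 1854, with loess offsets, and 1972 and 106, and 1971 and 555, with DESeq2. The region near CYP1A2 changed by 1.84 ± 0.10 (SE) at 30 min (adjusted p 3.84e-24) and 1.87 ± 0.10 at 120 min (3.83e-24). The region within EDC3 changed by 2.09 ± 0.11 at 30 min (2.86e-25). Within ARFIP1, chr4:152843194-152844690 changed by 1.58 ± 0.10 at 120 min (3.11e-21). Regions that fell were chr21:43771940-43772940 (nearest CSTB) with -1.28 and chr6:18501301-18502301 (nearest RNF144B) with -1.12 at 30 min. At 120 min they were chr19:10748764-10750373 (within DNM2) with -0.91 and chrX:115727758-115729399 (nearest PLS3) with -0.56.

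The 4 regions taken for listed genes were then compared across sets. Only the genes were fixed beforehand. Each region was the one of smallest p near its gene in these same libraries, which favours calls. The region chr15:74725480-74726480 beside CYP1A1 was called higher in all 6 comparisons, with log2 changes of 1.61 and 1.31 for UPM at 30 and 120 min, 1.41 and 1.51 for WSP at D0, and 1.46 and 1.72 for WSP at D21. The region near CYP1B1, which also lies within RMDN2, was called in 5 of 6. Its change with WSP at D0 was 2.23 ± 0.19 (SE) at 30 min and 0.65 ± 0.21 at 120 min, where the adjusted p was 0.0504. That adjusted p ranged from 0.0345 (total counts) to 0.138 (DESeq2), and without WSP 120 min replicate 1 the change was 0.37. The AHRR region chr5:429448-430448 was called at 30 min in each set (0.76, 0.59 and 0.55). At 120 min it was called with UPM (0.48, adjusted p 0.0113) and not with WSP (0.06 at D0 and 0.07 at D21). Both WSP changes at 120 min turned negative when 1 library was left out, to -0.07 without vehicle replicate 1 at D0 and to -0.14 without vehicle replicate 1 at D21. DESeq2 did not call the UPM change at 120 min (0.109) or the WSP change at 30 min at D0 (0.101). The TIPARP region chr3:156675268-156676268 was called with UPM at 30 min (0.72) and with WSP at D21 at both times (0.88 and 0.57), and not with UPM at 120 min (0.19) or WSP at D0 (0.28 and -0.06). These WSP changes moved to 0.17 without WSP 30 min replicate 2 and to 0.05 without WSP 120 min replicate 1. These regions were limited to 10 kb from a gene end. Noticed only after the values were seen, chr5:399410-400410, which has AHRR as its nearest gene end, was called higher in all 6 comparisons (2.10, 1.40, 2.54, 1.76, 1.69 and 1.27). Of the regions with CYP1B1 as the nearest gene end, 4 were called higher in all 6, among them chr2:38076715-38077715 (1.13, 0.85, 1.08, 0.81, 1.33 and 1.21).

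**Figure D2:**
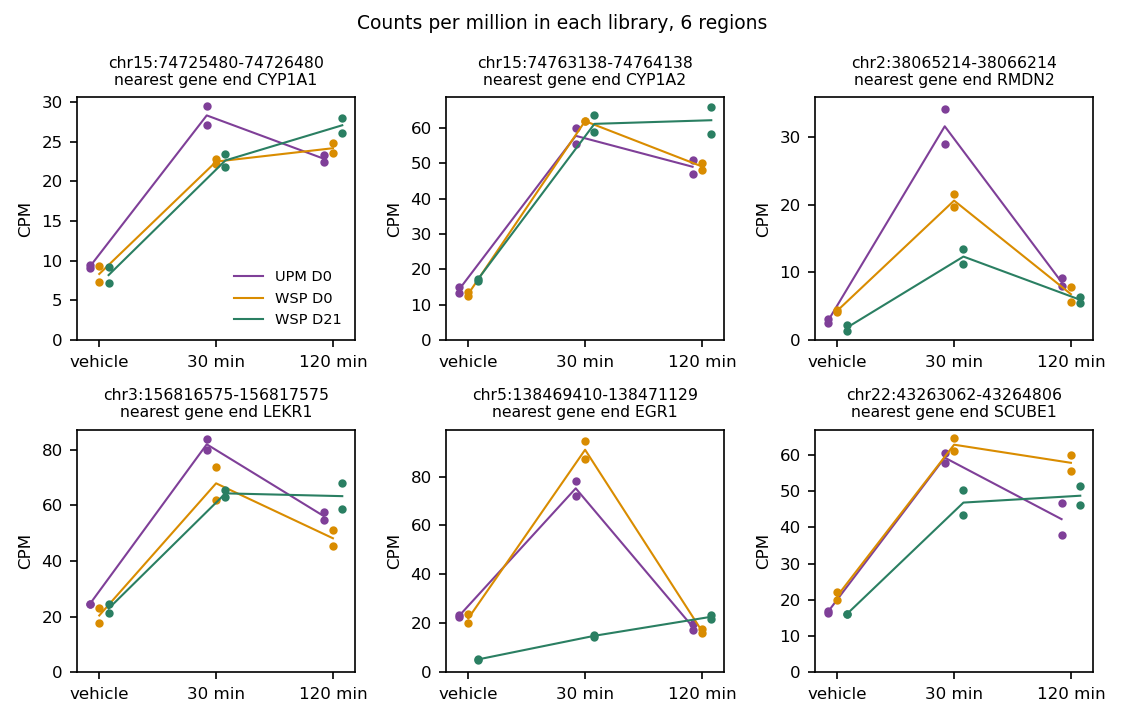
CPM (y axis) of 6 regions in vehicle, 30 min and 120 min libraries (x axis) of the 3 sets; points are libraries and lines join the means of 2. The region beside EGR1 fell from 90.9 CPM at 30 min to 16.9 CPM at 120 min with WSP at D0, and rose from 14.96 to 22.7 CPM at D21.

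The 2 exposure times were compared directly within each set. Between 120 and 30 min, 3336 regions were called with UPM (1766 higher at 120 min, 1570 lower), 2462 with WSP at D0 (1144 and 1318) and 4225 with WSP at D21 (1625 and 2600). With total counts the D21 split was 2160 and 2143, and with DESeq2 609 and 1312. The UPM split was 1714 and 1727 with total counts, 1651 and 1837 with loess offsets and 539 and 651 with DESeq2. That of WSP at D0 was 1312 and 1283 with total counts. Across regions, the log2 changes at 30 and 120 min correlated with a Pearson r of 0.630 (UPM), 0.633 (WSP, D0) and 0.529 (WSP, D21). Spearman's rho was 0.613, 0.593 and 0.491. Simulated groups with no change against the same vehicle libraries gave 0.488, 0.509 and 0.502, so much of each correlation is what sharing the vehicle gives. The observed value at D21 exceeded the simulated one by less than its jackknife standard error of 0.199, and those of the D0 sets also by less than theirs (0.198 and 0.227). With a different vehicle library for each time, r was 0.309 and 0.324 for UPM, 0.277 and 0.282 for WSP at D0, and 0.212 and 0.101 at D21. The vehicle libraries of a set come from the same pool, so a deviation of that pool can still raise r. The simulated groups did not include such a deviation.

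The response to WSP was compared between days by interaction. At 30 min 871 of 66585 regions were called, 628 with a higher change at D21 and 243 with a lower one. At 120 min 734 were called, 543 higher and 191 lower. Among calls of more than 1 on the log2 scale, 65 were higher and 193 lower at 30 min, and 60 and 140 at 120 min. These large calls were not recounted with other settings, and opposite abundance trends in the sets stay open for their balance. The counts of all calls depended on the scaling. Loess offsets gave 284 (144 and 140) and 343 (170 and 173), total counts 450 (178 and 272) and 526 (272 and 254), and DESeq2 634 (596 and 38) and 467 (439 and 28). The largest named difference was at the region beside EGR1, whose change at 120 min was 2.11 ± 0.17 (SE) at D21 and -0.39 ± 0.12 at D0, an interaction of 2.50 ± 0.20 (adjusted p 6.78e-20). At 30 min its interaction was -0.52 ± 0.20 and was not called (0.182). Its vehicle level was 22.05 ± 2.38 CPM (SD, n = 2) at D0 and 5.27 ± 0.402 CPM at D21. Across 65958 regions the changes at D0 and D21 correlated with r of -0.0175 ± 0.159 (jackknife SE) at 30 min and 0.0679 ± 0.144 at 120 min, both within their error of 0. Of 1197 regions called on both days at 30 min, 97.2% changed in the same direction, and of 968 at 120 min 97.6% did.

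UPM and WSP at D0 were compared through their changes, since particle type coincides with batch. The labels also give each particle a different dose, so differences between these changes cannot be assigned to particle type alone. Across 66334 regions r was 0.165 ± 0.1254 (jackknife SE) at 30 min and 0.0109 ± 0.0973 at 120 min. Of 1895 regions called with both particles at 30 min, 1881 (99.3%) changed in the same direction, and of 1147 at 120 min 1097 (95.6%) did. The interaction, added after the data were seen, called 276 of 66621 regions at 30 min (94 higher with UPM, 182 lower) and 1308 at 120 min (613 and 695). With total counts these splits were 44 and 239, and 305 and 873. With loess offsets they were 13 and 50, and 64 and 189. DESeq2 gave the opposite balance, 62 and 2, and 276 and 7, and at 120 min so did the table of windows (821 and 626) and a fit of only the groups compared (1142 and 978). Of the named regions, most of which were picked by their changes in these libraries, 6 differed at 30 min. The interactions were 1.25 within RMDN2 (adjusted p 0.0122), 0.65 nearest NR4A2 (0.0366), 0.92 nearest MYC (0.0159), -1.23 within LAMB3 (0.00205), -0.86 nearest CNTNAP3C (8.47e-05) and -1.0004 nearest FOXD4L5 (0.0015). At 120 min 6 differed, with 0.50 nearest PROK1 (0.0363), 0.92 nearest CYP26A1 (2.67e-06), 0.87 nearest MYC (0.00834), 0.41 nearest DMRTA1 (0.0492), -0.93 nearest CNTNAP3C (2.67e-06) and -1.32 nearest FOXD4L5 (7.12e-07).

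Calls shared by all treated groups were counted over 65881 regions. In all 6 comparisons 311 regions were called higher, where call rates matched on abundance give 1.35 by chance. None was called lower in all 6 (0 of 65881, with 0.0206 by chance), while loess offsets and total counts each gave 2. Comparisons within a set share vehicle libraries, so chance was computed from the number called at both times in each set, which was 2148, 714 and 1304 regions for higher calls.

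**Figure D3:**
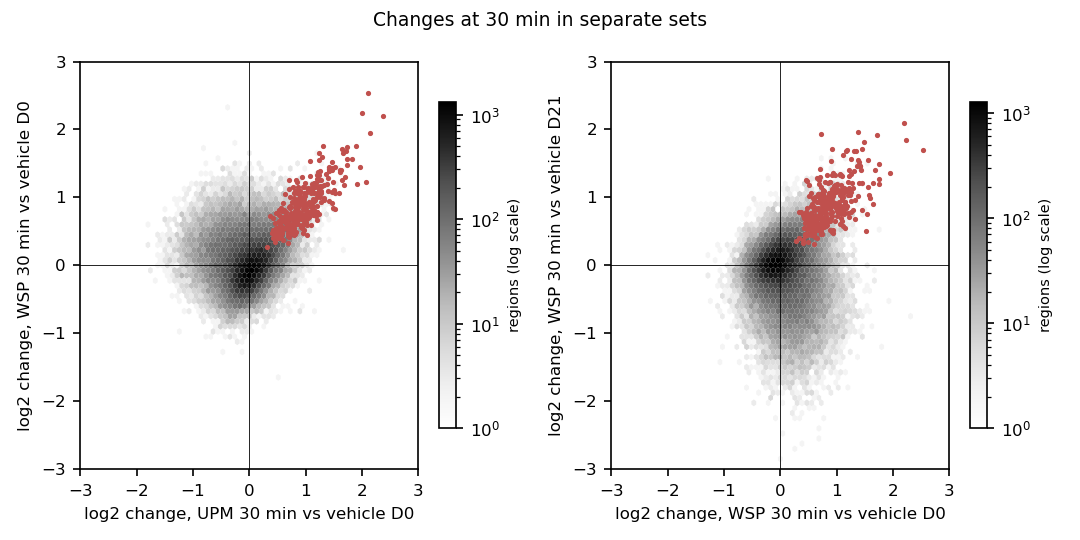
Log2 changes at 30 min of UPM and WSP at D0 (left) and of WSP at D0 and D21 (right), with the number of regions as grey density on a log scale. Red points are the 311 regions called higher in all 6 comparisons; over all regions r was 0.165 (left) and -0.0175 (right).

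Fixed gene lists were tested in each treated group. Regions near AHR targets (37 or 38 regions) were higher in all 6 comparisons. Their median log2 changes were 0.36 and 0.26 with UPM at 30 and 120 min (adjusted p 1.36e-10 and 2.23e-05), 0.26 and 0.19 with WSP at D0 (2.95e-08 and 0.000405), and 0.30 and 0.27 with WSP at D21 (2.48e-07 and 0.000177). All 6 held under fry and none under an estimated correlation, where the adjusted p ranged from 0.0555 to 0.120. Adjusted over the list alone, 19, 14, 15, 10, 19 and 13 of these regions were called higher and 0, 0, 2, 1, 1 and 0 lower. Over all regions tested, 17, 13, 13, 8, 15 and 10 were higher and 0, 0, 0, 1, 0 and 0 lower. Immediate early and inflammatory genes were higher with UPM (0.08 and 0.10, adjusted p 0.00965 and 0.0192) and with WSP at D21 at 120 min (0.12, 0.0256). The other 3 tests had adjusted p of 0.366, 0.844 and 0.650. Adjusted over the list alone, 14, 12, 11, 7, 6 and 9 of 59 regions were higher and 4, 1, 7, 5, 3 and 3 lower. Of the called tests, those with UPM held under fry and none held under an estimated correlation or with loess offsets.

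The share of counts in regions within 1 kb of a gene end was lower in treated than in vehicle libraries in each set. It was 38.6% ± 0.226 (SD, n = 2) in vehicle and 36.5% ± 0.273 (SD, n = 4) in treated libraries of the UPM set. It was 35.4% ± 0.0229 and 33.8% ± 0.733 in the WSP set at D0, and 38.7% ± 0.461 and 37.3% ± 0.295 at D21. Every treated library lay below both vehicle libraries of its set. This was noticed after the values were seen and was not tested. In the D0 sets, lower calls were more often near gene ends than tested regions were. The share was 42.6% and 42.0% with UPM and 32.9% and 35.2% with WSP, against 21.9% of tested regions. Among higher calls it was 9.08% and 8.21%, and 9.01% and 8.29%. At D21, 17.2% and 19.97% of lower calls lay there, where 14519 of 65988 tested regions did. Among higher calls at D21 the share was lower still, 7.86% and 7.29%. With loess offsets the shares of lower calls were 48.9% and 51.98% with UPM, 25.9% and 24.1% with WSP at D0, and 30.02% and 23.5% at D21.

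**Figure D4:**
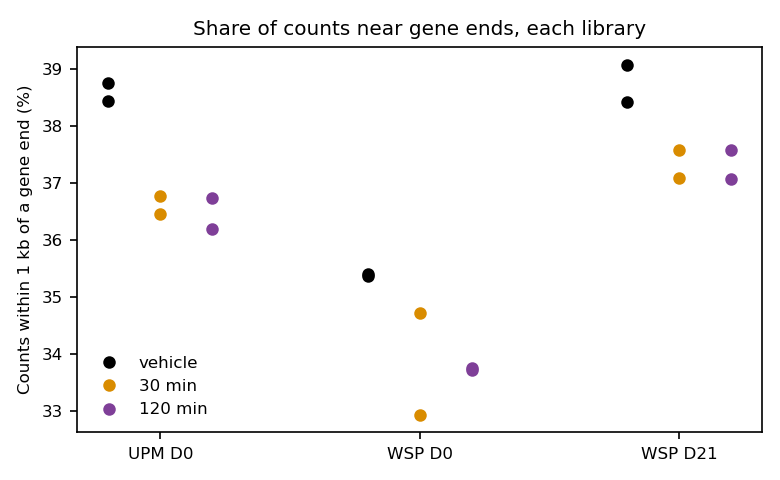
Percent of the counts of each library (y axis) in regions within 1 kb of a gene end, for vehicle, 30 min and 120 min libraries of the 3 sets (x axis). Points are libraries; all treated libraries lie below the vehicle libraries of their set, and the y axis does not start at 0.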

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

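Every test below was chosen after the result it bears on was seen. Interactions between D21 and D0 test whether the WSP change differed between days; day coincides with batch, so a difference between batches and one between states of differentiation cannot be told apart by any test here. The named regions were picked from the same libraries, which favours large differences, so their interactions are not independent evidence.

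The change with WSP differed between days in 871 regions at 30 min and 734 at 120 min. An abundance-dependent bias between libraries may account for many of these. With loess offsets, which remove such a trend, 235 and 266 of them stayed called in the same direction, which argues against the trend as the whole cause for these. The other 636 and 468 lost the call. Since they are defined by that loss, bias and a true difference cannot be told apart for them. The trends ran in opposite directions in the sets. Median log2 changes of the 25% of regions with fewest reads were 0.23 and 0.27 with WSP at D0, and -0.40 and -0.20 at D21. In the 25% with most reads they were -0.09 and -0.10 at D0, and 0.06 and 0.01 at D21. Only 12.7% and 6.68% of the called regions were among those with fewest reads. The biological explanation, a response that depends on differentiation, stays open and untested.

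The region beside EGR1 (chr5:138469410-138471129) had the largest named interaction, 2.50 at 120 min (adjusted p 6.78e-20), with loess offsets 2.37. It rose at 30 min on both days, but at D0 returned below the vehicle level by 120 min and at D21 did not. The separate D0 batch given UPM showed the same course, with 1.71 at 30 min and -0.32 at 120 min (adjusted p 0.0282), so the return was not confined to the WSP batch at D0. D21 was prepared in 1 batch, which stays open. A single deviating library is argued against, since without any one library the D21 change at 120 min was at least 2.03. A lower baseline alone would give the same difference from vehicle in CPM on both days, but this was 17.5 CPM at D21 and -5.14 CPM at D0. The vehicle level at D21 was 5.27 CPM against 22.05 CPM at D0, so the level reached at D21 by 120 min (22.7 CPM) is close to the D0 vehicle. The exposure time of the vehicle is not stated, and a gene that responds within minutes may also respond to a change of medium. A candidate explanation is a slower or longer response in differentiated cells, as a hypothesis.

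At 30 min 7 named interactions were called. They were -0.73 at the region within PRDM16, 0.62 near CYP26A1, 1.44 near NR4A2, -1.08 near CSTB, -1.16 near RNF144B, 1.43 near MYC and -0.72 near FOXD4L5. The region within PRDM16 was chosen for a high vehicle level at D21, which alone favours a fall there. At 120 min 6 were called. Besides EGR1 they were 0.73 near PROK1, 0.85 near CYP26A1, -0.70 within DNM2, 0.70 within ARFIP1 and -0.41 near PLS3. Of these 13 interactions, 12 stayed called in the same direction with loess offsets. The exception was CYP26A1 at 30 min (0.45, adjusted p 0.08001), where the trend stays open as a possible explanation. Near FOXD4L5, reads shared between near-identical copies also stay open. No test of GC content was run.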

How the results depend on the processing

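The alternatives were planned, except those for the interactions between UPM and WSP, which were chosen after seeing the data, as were the use of either gene end and of the D0 vehicle of the UPM set. The cause of a change was not tested unless stated.

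Of 129 alternative call counts, 107 stayed within 1.5 times the main count. DESeq2 gave fewer calls: 3081 and 2567 with UPM at 30 and 120 min and 1190 between these times, 2178, 1572 and 940 with WSP at D0, 2078, 2526 and 1921 with WSP at D21, 467 for the interaction of days at 120 min, and 64 and 283 for the interaction of particles at 30 and 120 min. With only the groups compared in the fit, the counts were 6391 (WSP 120 min at D0), 1160 (interaction of days, 120 min) and 2120 (interaction of particles, 120 min). For the interaction of days at 30 min, total counts gave 450, loess offsets 284 and a mean of at least 50 counts 421, which tests fewer regions. Loess offsets gave 343 at 120 min, and 63 and 253 for the interactions of particles. Without a filter the interaction of particles at 30 min gave 441. With a replicate block, calls ranged from 617 (interaction of days, 120 min) to 23355 (vehicle D21 against D0). No paired analysis was possible because the UPM vehicle columns carry no replicate number, for UPM against vehicle. The numbers do not appear to pair libraries, as deviations of libraries with the same number correlated by -0.0546 to 0.0645. Call counts were not computed with a library left out, since an arm would hold 1 library.

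Correlations between 30 and 120 min fell when each time had its own vehicle library. They were 0.309 and 0.324 (UPM), 0.277 and 0.282 (WSP, D0) and 0.212 and 0.101 (WSP, D21). Sharing a vehicle library no longer adds to these values. Both vehicle libraries of a set come from the same pool, so a deviation of that pool can still raise them. Between D0 and D21 the correlation at 30 min became positive with loess offsets (0.185) and a mean of at least 50 counts (0.393), and that at 120 min rose to 0.227 and 0.388. Between UPM and WSP it rose with that filter to 0.442 and 0.280, and at 120 min with loess offsets to 0.179. Across 8 fits that each left out one library, the D0 to D21 correlation ranged from -0.0857 to 0.0978 at 30 min and from -0.0163 to 0.171 at 120 min. That between UPM and WSP ranged from 0.0523 (without UPM 30 min replicate 2) to 0.214 at 30 min and from -0.0315 to 0.0761 at 120 min.

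Of 104 alternative list tests, 84 kept side of the threshold and direction relative to the median of the other regions. Among these, immediate early genes with WSP at 30 min at D21 had a median of -0.0118 with loess offsets, against 0.0542, where the other regions had -0.0169. With an estimated correlation the AHR medians (0.360, 0.256, 0.262, 0.186, 0.296 and 0.267) were unchanged by construction but no longer passed, nor did those of immediate early genes with UPM (0.0840 and 0.0982, adjusted p 0.107 and 0.117) and WSP at D21 at 120 min (0.118, 0.461). The last also failed under fry (0.0925), which with main regions gives the same median. Within 1 kb, fewer regions were tested. AHR targets with UPM at 120 min (0.253, adjusted p 0.0961), and immediate early genes with UPM at 30 min (0.0304, 0.126) and WSP at D21 at 120 min (0.112, 0.0657) no longer passed. The immediate early median with UPM at 120 min reversed to -7.35e-05. Within 50 kb, immediate early genes with WSP at 120 min at D0 (0.0598) reversed, and those at D21 at 120 min (0.0754, adjusted p 0.111) no longer passed. With loess offsets immediate early genes no longer passed with UPM (0.0378 and 0.0522) or WSP at D21 at 120 min (0.0951), and passed with WSP at 30 min at D0 (0.0673, adjusted p 0.00256).

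Across 4 fits that each left out one library, AHR medians ranged from 0.345 to 0.465 (UPM 30 min), 0.245 to 0.377 and 0.142 to 0.190 (WSP 30 and 120 min, D0) and 0.196 to 0.264 (WSP 120 min, D21). Immediate early medians ranged from 0.0839 to 0.124 and 0.0895 to 0.153 (UPM 30 and 120 min), 6.7e-05 to 0.108 (WSP 30 min, D0, lowest without WSP 30 min replicate 2), -0.0493 to 0.00114 (WSP 120 min, D0, highest without WSP 120 min replicate 1), 0.0186 to 0.120 (WSP 30 min, D21, lowest without WSP 30 min replicate 1) and 0.0577 to 0.190 (WSP 120 min, D21, lowest without vehicle replicate 2). Basal medians ranged from -0.511 to -0.403 and secretory ones from 0.558 to 0.685.

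Among alternative values for named regions, 204 kept direction and side of the threshold, 6 no longer passed and 2 newly passed. The CYP1A1 region in vehicle D21 against D0 reversed to -0.156 against the D0 vehicle of the UPM set, and passed in neither. With a library left out, values reversed for the CYP1A1 region in vehicle D21 against D0 (-0.167 to 0.239), the TIPARP region with WSP at 120 min at D0 (-0.191 to 0.0470), and the AHRR region with WSP at 120 min at D0 (-0.0746 to 0.154) and at D21 (-0.141 to 0.319). Without vehicle replicate 1 the AHRR change at D21 at 30 min was 0.339. The 311 regions called higher in all 6 comparisons became 361 with loess offsets, 332 with total counts, 306 with RLE factors and 165 with DESeq2. A reciprocal overlap of 50% lowered the share of regions matched between the deposited sets from 100% to 97.6%, and of windows to 93.98%. Small changes were recovered less often in simulated counts, where changes of any size were recovered in 63.5%, 60.5% and 46.5% of regions. Depth was not varied. GC offsets, alone and with the replicate block, and motif tests were not run.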

Other observations

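The tests of regions that fell back between 30 and 120 min were written before their results were seen; all others were chosen afterwards.

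In all 6 comparisons 311 regions were called higher. This was 231 times the number that unrelated differences between the sets would give with the same call rates, which argues against that explanation. An abundance-dependent bias is argued against as well, since 361 regions were called higher in all 6 with loess offsets. No region was called lower in all 6, and with loess offsets 2 were (0.0444 expected). An effect of adding particles of any kind, or of handling that treated wells shared and vehicle wells did not, may lie behind these regions. The design has no other particle control to separate them.

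Each comparison with vehicle had at least 3547 calls although groups had 2 libraries. The order in which groups were prepared was not tested. Differences between the culture pools of one set may add calls, since no group had a second pool. As the whole cause of the higher calls they are argued against by the separate sets. Of the regions called higher with UPM at 30 min, 88.7% also rose with WSP at D0, against 39.5% of regions matched on abundance. Over all pairs of sets, in both directions, this excess ranged from 29.5 to 49.3 percentage points, and with loess offsets from 33.5 to 47.4. Of the 2665 called lower with UPM at 30 min and tested in both sets, 63.7% also fell, against 50.3%, and with loess offsets 74.3% against 51.9%. The matching was on abundance only. With loess offsets 48.9% of lower calls with UPM at 30 min lay near gene ends, where medians were below those elsewhere in each comparison. Pools may contribute to that shift, and how much it adds to the excess was not computed. Pools as the whole cause therefore stay open for these lower calls too. The excess of lower calls varied more, from 4.88 to 39.8 points, and with loess offsets from 15.6 to 37.6. It was smallest with UPM at 120 min, measured with WSP at D0 (52.6% against 47.7%), and with WSP at 30 min at D21, measured at D0 (51.2% against 45.8%). Averaged over both other sets, the excess of lower calls with UPM at 120 min was 13.4 points, at least 9.88 whichever library was left out, and with loess offsets 19.8 and at least 17.4. As the matching was on abundance only, this does not settle whether pools were the whole cause there. For WSP at 30 min at D21 it was 7.98 and at least 2.48, and with loess offsets 16.9 and at least 5.02, both lowest without vehicle replicate 1 at D21. The excess stayed positive in every fit but depended on that vehicle library, and its spread was not computed. Pools as the whole cause therefore stay open for these lower calls. A part of the calls from pools stays open in every comparison.

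Over all regions the changes of separate sets correlated weakly, although most shared calls had the same direction. Counting noise in weak regions is a candidate explanation. With only regions of at least 50 counts on average, r rose in the 4 pairs correlated, which were UPM with WSP at D0 and WSP at D0 with D21 at each time, to between 0.280 and 0.442. Loess offsets also raised it, to between 0.179 and 0.282, so noise and opposite abundance trends may both contribute.

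The share of counts near gene ends was lower in treated libraries of all 3 sets. This order was noticed in the same libraries, and those of a group come from one pool, so differences between pools stay open. Gains away from gene ends could also lower this share, since it is relative to all counts. Shares of counts do not separate this from losses near gene ends, so it stays open for all sets. More background reads in treated libraries would raise the least abundant regions. Their median log2 change was at most -0.16 with UPM and with WSP at D21, which argues against this, but at least 0.23 with WSP at D0, where it stays open. Among lower calls with UPM at least 48.9% lay near gene ends with loess offsets, so an abundance trend is argued against. With WSP at D0 that share fell to at most 25.9%, near the 21.9% of tested regions, so the trend may explain that excess. Medians near gene ends still lay below those elsewhere with loess offsets. They were -0.045 against 0.011 at 30 min and -0.034 against 0.015 at 120 min, so the trend may not explain the whole shift. GC content, which is high at many promoters, was not analysed here and stays open for all sets. A relative loss of promoter accessibility after exposure is therefore only one of several possibilities.

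A decay of the early response was tested on regions chosen in one set and measured in another. Noise in the choice could therefore not produce the fall, but choosing at 30 min favours regions that peak early. The 4582 regions called higher with UPM at 30 min had a median change from 30 to 120 min of -0.18 on the log2 scale with WSP at D0, and 77.8% of them fell. With WSP at D21 it was -0.12, and 66.7% fell. The 3053 regions called higher with WSP at D21 at 30 min had -0.17 with UPM, and 75.8% fell. None of 10000 abundance-matched lists had a median as low in any of the 3 tests, where their medians ranged from -0.01 to 0.01, from -0.04 to -0.02 and from 0.01 to 0.03. With loess offsets the medians were -0.17, -0.08 and -0.18. At these regions, the values are those of a response that peaks early and partly declines by 120 min. Regions called higher at 120 min were not tested in this way. Whether the response as a whole declines therefore stays open. The smaller fall at D21 was not tested against that at D0. Regions are not independent replicates, so the lists describe these libraries.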
